A study of Astyanax mexicanus with 8 samples.

How the data were processed

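RNA from spheroids of the liver-derived Astyanax mexicanus cell lines SFL and CFL was sequenced, with 1 library for each line at each of 4 seeding densities (10000, 25000, 50000 and 100000 cells per well), 8 libraries in all. Per the labels, stranded libraries of polyadenylated RNA were read as single reads of 75 bases on a NextSeq 500. The deposited table holds a TPM value per gene and library; TPM (transcripts per 1000000) divides each gene's estimated read count by its transcript length and rescales each library to a total of 1000000. The table's title names RSEM, a program that shares ambiguous reads between transcripts by expectation maximisation; neither the labels nor the file header gives its version, the aligner, the genome build, the annotation, the strand setting or any pooling, so how reads from near-identical gene copies or overlapping genes were shared is not known. Each column summed to 1000000 within rounding over the 27420 listed genes, which carry Ensembl identifiers and, for 18766 of them, a gene name. All 8 value columns carry the title of exactly 1 sample and were mapped by it, and 0 value columns were left unmapped. TPM keeps no information on sequencing depth, so the depth of each library is unknown, no counting error or detection floor can be given, and a value of 0 is described only as listed at 0. TPM is also relative: if the most abundant genes take a larger share of a library, the values of all other genes fall.

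Libraries were grouped by the cell line in the labels (4 SFL, 4 CFL). The labels give no replicate at any density, so the 4 libraries of a line differ by design, and every standard deviation (SD) over a line contains the effect of density. Values were transformed to log2(TPM + 1), and genes with a mean TPM of at least 1 over the 8 libraries were kept (13783 genes, 11421 with a name). Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The line comparison had line and log2(density) as terms, and the density comparison took the log2(density) slope from the same fit. The interaction of both terms and separate slopes in each line came from separate fits. All fits used all 8 libraries, which share 1 estimate of the spread. The pairing of an SFL with a CFL library comes from the shared seeding density in the sample titles, and the line comparison was also fitted with density as a replicate block. The distance between libraries was the root mean square log2 difference over genes. Whether it separated the lines was tested with an exact permutation test over the 35 splits of the 8 libraries into 4 and 4.

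The 8 gene sets (hypoxia and glycolysis, cell cycle, cholesterol synthesis, fatty acid synthesis and storage, fatty acid oxidation, extracellular matrix, hepatocyte markers, innate immune response) were written down by gene symbol before the data were examined, as were the grouping, the models and the alternatives unless stated otherwise. A set's score is the mean log2(TPM + 1) of its genes. Line differences of scores were tested with an exact two-sided permutation test over 70 arrangements, whose smallest possible p is 0.029. Density slopes of scores were tested over 576 arrangements of densities within lines, and both families were adjusted over the 8 sets. These arrangements permute each line separately and so take the lines as independent. If libraries of the same density share a batch, the p for slopes can be too small. Because many genes differ between the lines, a set's median gene-wise change was also placed among the medians of 10000 random gene lists of the same size matched on mean expression.

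Genes were named by a rule fixed beforehand. For the line comparison these were the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, the same sign at all 4 densities, a mean of at least 5 TPM in the higher line and a gene symbol (a name other than a LOC, si:, zgc: or Ensembl identifier). Of these, 1 gene is not reported here. For density and the interaction, where fewer than 3 genes passed, the 3 genes with a symbol and the smallest unadjusted p were named. In each gene set whose members are discussed, members came from the 3 with the largest line difference.

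The fits were tested on simulated data with the real genes' means and residual spread. Of 200 genes given a line difference of 1 on the log2 scale, 79.5% were recovered among the 13783 genes, and 7.02% of all calls were false. Of 200 genes given a density slope of 0.5 per doubling, 88.5% were recovered by the slope and 59.0% by the F test on density as a factor, and of 200 genes given a slope difference of 1 between the lines, 89.0% were recovered. The simulation assumed density effects that are linear in log2(density). Its spread came from a fit with density as a factor, which leaves out non-linear changes shared by both lines. The line, slope and interaction fits count such changes as noise in the real data, so their recoveries here may be too high.

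Alternatives were a pseudocount of 0.1, no filter, a filter at a mean of 5 TPM, quantile normalization, rescaling by the median of ratios to the geometric mean library, eBayes without trend, no density term, rank or linear density, density as a factor and leaving out each library in turn. Contrasts between single densities, the factor fit after rescaling, and exact sign flips of set scores paired by density were added after the data were examined. Gene spans and gene order, used only in the closing section, came from the RefSeq annotation of assembly AstMex3_surface matched by gene symbol. As the build behind the deposited values is not stated, no coordinates are given.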

Results

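The transcriptomes of 3-dimensional spheroids grown from SFL and CFL cells were compared. Both are liver-derived cell lines of the Mexican tetra Astyanax mexicanus, a fish with eyed surface-dwelling and eyeless cave-dwelling forms. SFL came from surface fish and CFL from cave fish, which the sample titles call Pachon. Cells were seeded in wells they cannot attach to, at 10000, 25000, 50000 or 100000 cells per well, and aggregated freely; the labels give day 28. Each line contributed 4 libraries, 1 per density. With only 1 line per form, the tests compare these lines, and no difference between them can be assigned to surface or cave origin. Values are TPM as the authors deposited them, the depth of each library is unknown, and ± gives the SD over the 4 densities of a line (n = 4) throughout.

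Between 17819 and 19408 of the 27420 listed genes were above 0 in a library. The number was 18226 ± 261 (SD, n = 4) in SFL and 18883 ± 725 (SD, n = 4) in CFL. The share of all TPM held by the 10 most abundant genes was lowest in SFL at 10000 cells (10.96%) and highest in CFL at 50000 (19.3%). The 90 ribosomal protein genes recognised by name held 16.4% and 16.4% in SFL at 10000 and 25000 cells, 21.1% at 50000 and 19.4% at 100000. In CFL they held 20.3%, 19.8%, 26.1% and 22.2% at the same densities. The median log2(TPM + 1) of the 13783 tested genes moved the other way, from 3.66 and 3.61 to 3.15 and 3.31 in SFL and from 3.63 and 3.62 to 3.04 and 3.30 in CFL. Median-of-ratios scaling factors therefore ran from 0.780 in CFL at 50000 cells to 1.18 in SFL at 10000.

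The first question was whether line or density ordered the libraries. Spearman correlations over the tested genes ranged from 0.934 to 0.989 for the 12 pairs of libraries of the same line, and from 0.713 to 0.756 for the 16 pairs of different lines. The root mean square log2 difference averaged 1.48 between lines and 0.56 within a line, a separation of 0.92. None of the other 34 splits of the libraries into 4 and 4 separated them as far (exact permutation test, one-sided, p = 0.0286, the smallest the design allows). The first principal component held 79.2% of the variance and split the lines. The second held 15.3% and placed the densities in the same order in both lines, with 10000 and 25000 cells at one end, then 100000, then 50000 at the other end.

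**Figure D1:**
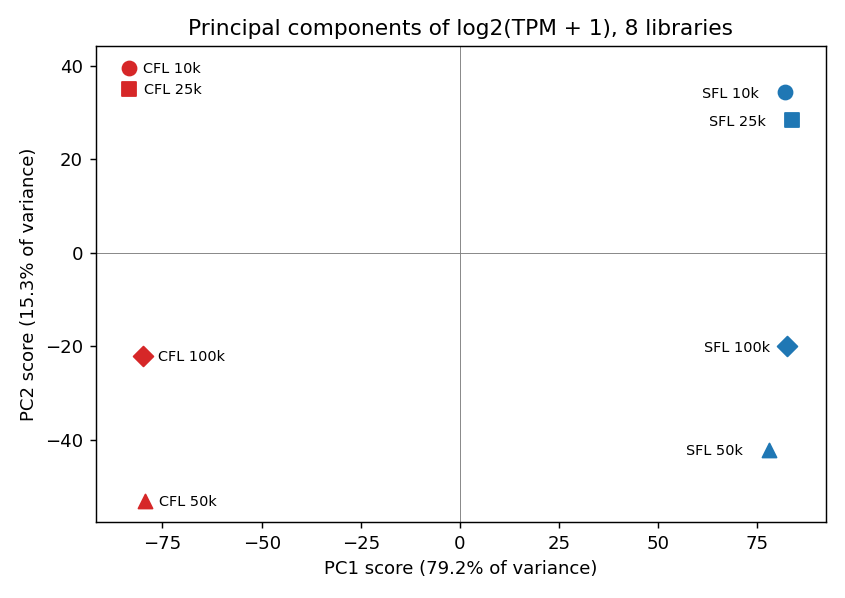
Scores of the 8 libraries on the first (horizontal) and second (vertical) principal components of log2(TPM + 1), in score units; colour gives the line and marker shape the seeding density. SFL lies between 77.9 and 83.8 and CFL between -83.5 and -79.4 on the first component, and on the second the libraries at 50000 cells lie lowest in both lines (-42.1 in SFL and -53.0 in CFL).

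The second comparison asked which genes differed between CFL and SFL. At a limma adjusted p-value under 0.05, 8120 of 13783 genes differed, 3809 higher and 4311 lower in CFL, and 4081 of the calls were at least 2-fold (1958 higher, 2123 lower). The balance of directions depended on the scaling. There were 4310 higher and 4380 lower calls after median-of-ratios scaling, and 4556 higher and 4282 lower after quantile normalization. With density as a replicate block, the paired fit called 9815 genes, and 8116 of the 8120 were among them. The deviations of same-density libraries from their line means correlated across genes with a mean r of 0.49 over the 4 densities. Some pairs of different densities were as high, with r of 0.52 for SFL at 25000 and CFL at 10000 cells and 0.48 for the converse. Exchanging 10000 and 25000 cells in CFL gave a mean r of 0.488 too, so the pairing told the 2 smaller densities from the 2 larger ones but not 10000 from 25000. Genes are not independent replicates, so no p is attached to these r. The choice that moved the 2-fold count most was a filter at a mean of 5 TPM, which left 2666 genes. Of the 8120 called genes, 8057 had the same sign at all 4 densities. Taken density by density, without replication, between 4234 and 4342 genes differed at least 2-fold. The line difference correlated across genes with r between 0.93 and 0.96 for any 2 densities. At every density, 1378 genes were at least 2-fold higher and 1599 at least 2-fold lower in CFL.

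The largest fall was in fabp11a (ENSAMXG00000037422), the most abundant gene of every SFL library. It stood at 28026 ± 4061 TPM (SD, n = 4) in SFL and 3.66 ± 0.99 TPM (SD, n = 4) in CFL, a log2 difference of -12.57 (SE 0.12, limma adjusted p = 5.77e-10). mdkb (ENSAMXG00000042887) fell from 3907 ± 501 to 0.61 ± 0.58 TPM (SD, n = 4), a log2 difference of -11.31 (SE 0.20, limma adjusted p = 7.37e-09). The other falls named were thrsp (582 ± 64.9 TPM in SFL, 0.90 ± 0.80 in CFL), uchl1 (511 ± 4.36 against 0.82 ± 0.17) and aoc1 (290.3 ± 50.7 against 0.05 ± 0.03). Their log2 differences were -8.34, -8.14 and -8.10.

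Among genes with a symbol, the largest rise was in snap25a (ENSAMXG00000009864), from 3.26 ± 0.16 TPM in SFL to 900 ± 180 TPM in CFL (SD, n = 4), a log2 difference of 7.70 (SE 0.11, limma adjusted p = 2.93e-09). cdaa (ENSAMXG00000034539) rose from 10.8 ± 5.28 to 1451 ± 455 TPM, a log2 difference of 7.02 (SE 0.38, limma adjusted p = 1.38e-06). wu:fj05g07, a name taken from a cDNA clone, was listed at 0 in 2 SFL libraries and at 0.07 TPM or less in the other 2, and stood at 145 ± 38.4 TPM in CFL. pthlha was at 0.63 ± 0.31 TPM in SFL and 208 ± 37.5 TPM in CFL. The log2 differences of these 2 genes were 7.12 and 7.0. For all 9 genes named here the difference stayed past the threshold, with the same sign, under every alternative that was computed for their line difference.

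**Figure D2:**
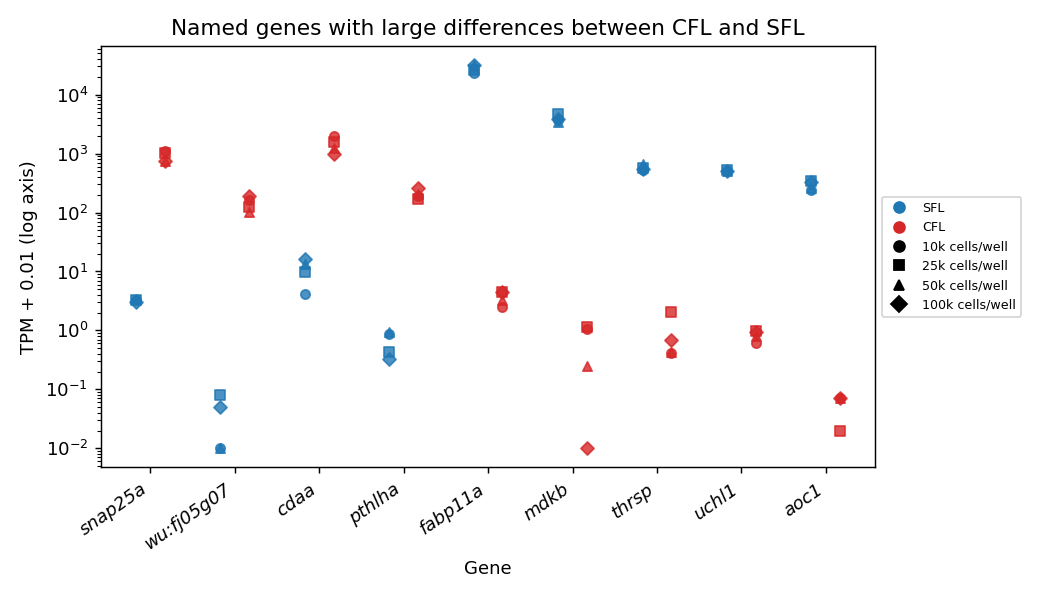
TPM of 9 genes named for their large line differences in each of the 8 libraries, on a log axis after adding 0.01; colour gives the line, marker shape the seeding density, and each point is 1 library. For each gene the 4 libraries of one line lie above all 4 of the other, from snap25a (900 TPM in CFL and 3.26 in SFL on average) to aoc1 (0.05 TPM in CFL and 290.3 in SFL).

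Gene sets fixed beforehand were then compared between the lines. The cholesterol synthesis score was 5.76 ± 0.15 in SFL and 3.42 ± 0.38 in CFL (SD, n = 4), a difference of -2.34 on the log2 scale. Of its 25 tested genes, 23 were called lower and 1 higher. The fatty acid synthesis and storage score differed by -2.31, from 5.63 ± 0.19 to 3.32 ± 0.21 (SD, n = 4), and the hepatocyte marker score by -2.44, from 4.96 ± 0.12 to 2.52 ± 0.18 (SD, n = 4). Only 10 of the 33 listed hepatocyte markers passed the expression filter. The innate immune score was 0.77 higher in CFL. In each of these 4 sets all 4 libraries of one line lay above all 4 of the other, which gave the smallest p the exact permutation test allows (two-sided p = 0.0286, adjusted 0.0571 over 8 sets). None therefore passed 0.05 after adjustment as deposited. All 4 passed after median-of-ratios scaling, with an adjusted exact p of 0.0327. Among 10000 random lists matched on expression, no list had a median as low as those of cholesterol synthesis (-2.41), fatty acid synthesis (-1.93) and hepatocyte markers (-2.08), and the innate immune median (0.70) was at percentile 99.9.

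The cell cycle score was 0.66 higher in CFL (exact permutation p = 0.0857, adjusted 0.137). Its median gene-wise difference of 0.64 lay above every random list, and 26 of its 38 genes were called higher and 2 lower. This permutation counts the spread over densities as noise. With libraries paired by density, a replicate block added after the data were examined, the score was higher in CFL at all 4 densities, by 0.47 to 0.83. The paired gene fit called 9815 genes, and the check of the pairing was the mean same-density r of 0.49. Exact sign flips of 4 pairs cannot give a two-sided p below 0.125, which every set but extracellular matrix reached (adjusted 0.143). The remaining sets differed by 0.17 (hypoxia and glycolysis), -0.28 (fatty acid oxidation) and -0.12 (extracellular matrix), with exact permutation p from 0.114 to 0.600. The median gene-wise difference of hypoxia and glycolysis (0.29) was at percentile 99.2 of random lists, with 12 genes called higher and 6 lower. Those of fatty acid oxidation (-0.19) and extracellular matrix (-0.24) were at percentiles 35.96 and 18.3. Paired by density, hypoxia and glycolysis was higher in CFL at all 4 densities and fatty acid oxidation lower at all 4, while extracellular matrix was lower at 3 and higher at 1. The extracellular matrix difference changed sign without the expression filter, to 0.0067.

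Members of these sets differed by more than their scores. me1 was at 536.5 ± 43.0 TPM in SFL and 2.12 ± 0.94 in CFL (SD, n = 4), and scd at 622 ± 192 and 8.40 ± 4.81. ebp was at 38.1 ± 5.80 and 0.29 ± 0.24, and rbp4 at 263 ± 32.1 and 0.16 ± 0.04. In the hypoxia and glycolysis set, slc2a1a was at 148 ± 66.5 TPM in SFL and 0.09 ± 0.04 in CFL, while ca9 went the other way, from 15.01 ± 3.12 to 165 ± 14.5 TPM. In the extracellular matrix set, acta2 stood at 99 ± 3.88 TPM in SFL and 0.31 ± 0.15 in CFL, and sparc at 101 ± 13.3 and 799 ± 98.4. The preset list included acta2 although it names an actin and not a matrix protein. Its log2 difference of -6.26 entered the set's difference of -0.12, so the sign of that small difference may depend on it. The 3 listed genes named isg15 were all higher in CFL; as they share a name, reads may have been divided between them by the authors' counting. The most abundant of them stood at 2.25 ± 1.003 TPM in SFL and 40.4 ± 15.6 in CFL.

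**Figure D3:**
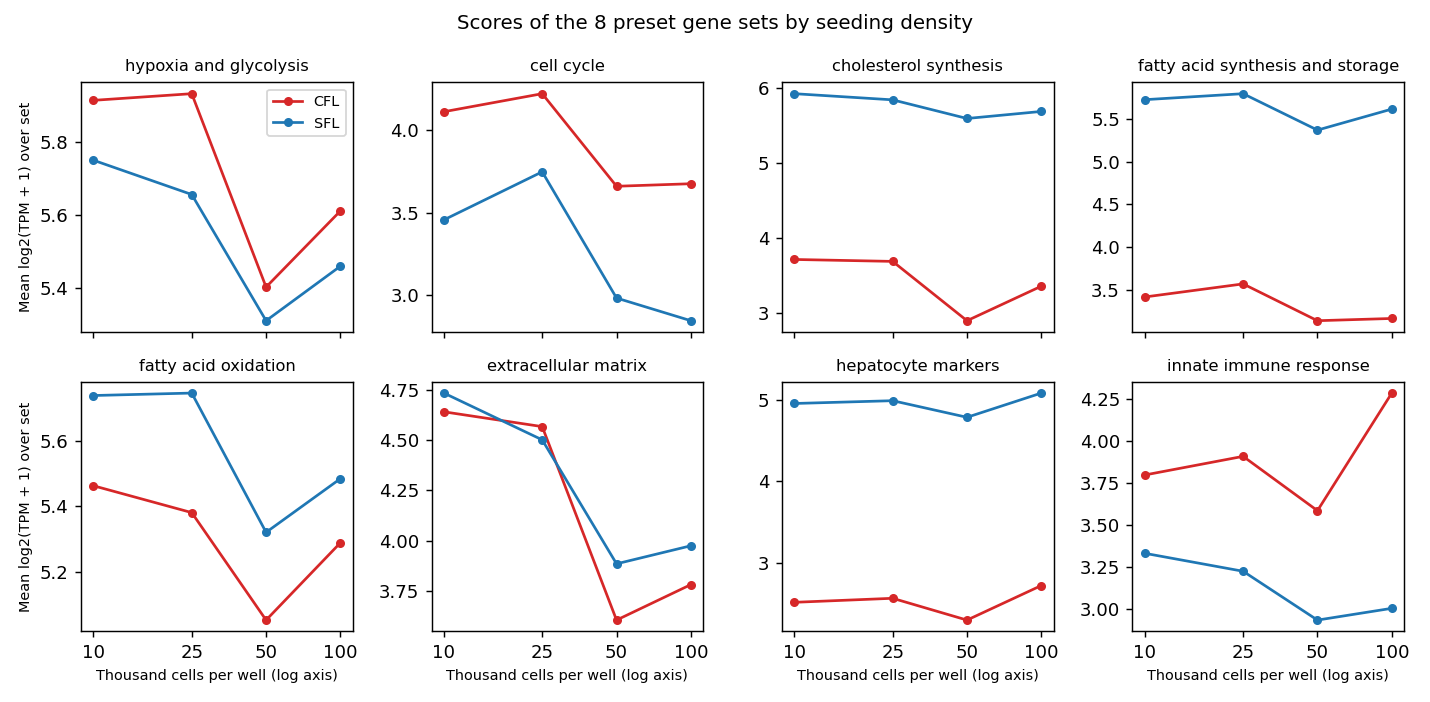
Score of each preset gene set (mean log2(TPM + 1) over its genes, vertical) against seeding density in units of 1000 cells per well (log axis, horizontal), with 1 point per library and a line per cell line. The cholesterol synthesis, fatty acid synthesis and hepatocyte marker scores lie more than 2 log2 units apart on average, and in both lines all 8 scores, as deposited, fell from 25000 to 50000 cells by more than they changed from 10000 to 25000.

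The third comparison was across seeding densities. For the slope on log2(density) shared by both lines, 0 genes had a limma adjusted p-value under 0.05 (smallest 0.0888), although 5026 genes had an unadjusted p under 0.05 where 689 would by chance. With density as a factor, of the alternatives chosen before the data were examined the one that moved this result most, the limma F test called 4942 genes. The median slope of all genes was -0.10 per doubling as deposited and 0.01 after median-of-ratios scaling, so the direction of small changes depends on the scaling. Contrasts between densities, added after the data were examined, located the change. Between 10000 and 25000 cells 0 genes passed (374 at an unadjusted p under 0.05), and between 50000 and 100000 0 passed (2387 unadjusted). Against 10000 cells, 5827 genes passed at 50000 and 3446 at 100000. As deposited only 5.23% and 5.77% of those calls were higher at the larger density. After median-of-ratios scaling, which moved the median change at 50000 from -0.37 to 0.06 on the log2 scale, 5041 and 2284 genes passed and 51.8% and 50.6% were higher. That scaling centres the changes, which makes near-equal numbers likely for all calls. Among calls of at least 2-fold the excess of falls remained after it, with 146 higher and 895 lower at 50000 cells and 67 higher and 242 lower at 100000.

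No single gene passed for the slope after adjustment. Its smallest unadjusted p values among genes with a symbol belonged to col4a2, U4 and efemp2b, each with a limma adjusted p of 0.0888. In the limma F test on density as a factor all 3 passed, with adjusted p of 0.00100, 0.0141 and 0.00470. col4a2 fell from 8.29 and 9.91 TPM at 10000 cells in SFL and CFL to 1.36 and 0.68 at 100000, a slope of -0.75 per doubling (SE 0.10). efemp2b fell from 69.2 and 9.72 TPM to 15.8 and 2.55, with a slope of -0.59 (SE 0.09). U4, the name of a small nuclear RNA that occurs in many copies, was listed at 0 in 3 libraries and reached at most 6.43 TPM. Because the libraries were made from polyadenylated RNA, no change in the level of this small nuclear RNA is inferred.

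Of the gene set scores, extracellular matrix had the steepest slope on density, -0.29 per doubling (exact permutation test, two-sided, p = 0.0208, adjusted 0.167). Its median gene-wise slope was at percentile 0.17 of matched random lists. For its 16 genes with a known genomic span, the percentile was 4.18 as deposited and 34.7 once a trend with span was removed. The slope passed 0.05 after adjustment with both other scalings, at -0.18 in each. The cell cycle score fell by 0.20 per doubling (exact permutation p = 0.0625, adjusted 0.171), with its median gene-wise slope at percentile 0.69. The hypoxia and glycolysis score had a slope of -0.12 as deposited and 0.0074 after median-of-ratios scaling, so no direction can be given for it. The other 5 slopes ranged from -0.13 to 0.02, with adjusted exact p from 0.192 to 0.905. Of these, that of hepatocyte markers passed with both other scalings. It was 0.10 with quantile normalization (adjusted exact permutation p = 0.0347) and 0.12 with median-of-ratios scaling (0.0278). These passes, like those of extracellular matrix, come from arrangements that permute each line separately. A batch shared by libraries of the same density could make such p too small.

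The last comparison asked whether the response to density differed between the lines. The slopes of SFL and CFL correlated across genes with r = 0.60, and with r = 0.62 after median-of-ratios scaling. For the interaction of line and density, 0 genes passed (smallest limma adjusted p = 0.431) and 560 had an unadjusted p under 0.05, where chance gives 689. No interaction fit had density as a block. Changes shared by both lines that are not linear in log2(density) therefore counted as noise, and 0 calls do not exclude a difference. After median-of-ratios scaling 678 and after quantile normalization 746 had an unadjusted p under 0.05, and 0 passed in either. In separate slopes, 0 genes passed in SFL (1773 unadjusted) and 0 in CFL (2357 unadjusted). The genes with the smallest unadjusted p for the interaction were cdaa, mab21l1 and ociad2, with limma adjusted p from 0.431 to 0.494. cdaa rose from 4.08 to 16.4 TPM with density in SFL and fell from 2017 to 973 TPM in CFL. ociad2 rose from 27.0 to 58.6 TPM in SFL and fell from 56.6 to 36.2 in CFL, although after median-of-ratios scaling its CFL value at 50000 cells (58.7) lay above that at 10000 (49.2). mab21l1 was listed at 0 in every SFL library and fell from 27.8 to 0.84 TPM in CFL.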

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

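All tests in this part were chosen after the results they bear on had been seen. In 54 groups of 4 libraries (library measures, gene set scores and named genes, each within a line) the highest or lowest library was compared with the other 3, and in 4 groups it stood apart by a larger share of the group's range than Dixon's critical value for 4 values. For independent groups of true replicates, chance gives 2.7 such groups of 54. On that assumption 4 or more have an exact one-sided binomial p of 0.284, so the number is within what chance gives. All groups come from the same 8 libraries, which differ in density, so this p is only a rough guide. In 22 genes and sets it was asked whether all 3 larger densities lay above 10000 cells in one line and all 3 below it in the other, which held for 2. Other results, such as the innate immune score, moved in opposite directions at some densities and not at others.

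Of the 4 single values, 3 were small values of genes in the line where they are low. snap25a stood at 3.02 TPM in SFL at 100000 cells and between 3.32 and 3.37 TPM in the other SFL libraries. thrsp stood at 2.08 TPM in CFL at 25000 cells against 0.41 to 0.69 TPM, and aoc1 at 0.01 TPM in CFL at 25000 cells against 0.06 TPM in each of the others. Taken as a rough guide, the binomial p of 0.284 gives no reason to look beyond chance. Differences of this size may be counting error, which cannot be computed because the depth is unknown.

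The other single value was efemp2b in SFL at 10000 cells, at 69.25 TPM against 15.77 to 23.68 TPM at the larger densities. Scaling did not account for it, because the gap was 0.899 of the range after median-of-ratios scaling. Carry-over of reads from another library did not account for it either, because the highest value in any other library was 23.68 TPM. Chance among the 54 groups remains, and with 1 library at this density the size of this value cannot be told apart from a property of that library. The slope of efemp2b on density does not rest on it alone, being -0.59 with and -0.49 without that library (limma adjusted p 0.0888 and 0.204, and 0.0576 to 0.236 over the fits that left out 1 library).

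cdaa and ociad2 moved in opposite directions with density. From 10000 to 100000 cells, cdaa changed by 1.77 on the log2(TPM + 1) scale in SFL and by -1.05 in CFL, a difference of 2.82, and each of the 3 larger densities lay above 10000 cells in SFL and below it in CFL. ociad2 changed by 1.09 in SFL and by -0.63 in CFL, a difference of 1.72. In the limma interaction test neither passed (adjusted p 0.431 and 0.494), so neither difference is established. That test took density as linear in log2(density), with no block for density. Changes shared by both lines that depart from a straight line counted as noise, so it cannot rule a difference out either. Both genes had also been named for their small unadjusted interaction p, so their opposite directions are no separate evidence. Median-of-ratios scaling left slope differences of -0.83 for cdaa and -0.51 for ociad2, but the scaling factors fell alike in both lines, so a slope difference cannot test scaling. Of the 6 changes from 10000 cells (3 in each line), cdaa kept the direction of all 6 after that scaling. ociad2 kept 5, because CFL at 50000 cells (58.7 TPM after scaling) then lay above CFL at 10000 cells (49.2), so its opposite directions at 50000 cells depend on the scaling. From 10000 to 100000 cells ociad2 still rose after that scaling in SFL (22.8 to 62.6 TPM) and fell in CFL (49.2 to 39.7). Carry-over of cdaa reads from CFL libraries would make the SFL values follow the CFL values downward, but the SFL value at 100000 cells was 4.01 times that at 10000. For cdaa, chance among 13783 genes and a response to density that differs between the lines both remain. With 1 library per line and density, a property of single libraries remains too, and these libraries cannot separate such explanations.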

How the results depend on the processing

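The count of genes differing between the lines stayed within 1.5 times 8120 under every alternative run, from 7079 to 8364 genes across the 8 fits that each left out 1 library, 9815 with the density block, 5859 with a filter at a mean of 5 TPM and 10081 without a filter. The count with at least a 2-fold difference fell from 4081 to 2666 with a filter at a mean of 5 TPM, because 1415 of the 4081 genes were no longer tested and the other 2666 were all called again. It ranged from 4013 to 4173 when 1 library was left out. With a pseudocount of 0.1 it was 4711. The separation of the lines ranged from 0.90 to 0.96 in those 8 fits, and was 0.71 without a filter and 1.33 with a pseudocount of 0.1. The named genes kept their direction and their side of the threshold in the 200 alternative values computed for them, which exclude density as a factor. By the F test on that factor col4a2, U4 and efemp2b passed (limma adjusted p 0.00100, 0.0141 and 0.00470, against 0.0888 for the slope). At a mean of 5 TPM, col4a2, U4 and mab21l1 were not tested, and U4 also lacked a value in 1 of the 8 fits that left out a library.

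The count of 0 genes for the density slope (5026 at an unadjusted p under 0.05) depended on the form of the density term. The F test on density as a factor gave 4942 genes as deposited, 3976 after median-of-ratios scaling and 2718 after quantile normalization, and the contrasts with 10000 cells gave 5827 genes at 50000 and 3446 at 100000. All of these but the first were added after the data were examined. A slope misses a response that is not ordered by density, and 50000 cells lay beyond 100000 in both lines. The share of higher calls at 50000 cells was 5.23% as deposited, 51.8% after median-of-ratios scaling and 48.4% after quantile normalization, and at 100000 it was 5.77%, 50.6% and 38.4%. Calls of at least 2-fold at 50000 cells stayed mostly lower, with 146 higher and 895 lower after median-of-ratios scaling and 137 and 694 after quantile normalization. Within CFL the slope gave 0 genes as deposited (2357 unadjusted), 3 after median-of-ratios scaling (mab21l1, prr15la and ENSAMXG00000034797) and 5 after quantile normalization, which added rln1 and ENSAMXG00000041293. These genes were named after their values were seen. Leaving out 1 library gave from 0 to 2 genes within CFL. The counts at an unadjusted p under 0.05 moved more, from 389 to 3082 within SFL and from 513 to 2731 within CFL. They ranged from 2862 to 4956 for the shared slope and from 256 to 674 for the interaction.

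With quantile normalization and median-of-ratios scaling, these line differences of gene set scores passed 0.05 after adjustment: cell cycle (0.71 and 0.70), cholesterol synthesis (-2.22 and -2.31), fatty acid synthesis (-2.22 and -2.27), hepatocyte markers (-2.41 and -2.41), hypoxia and glycolysis (0.29 and 0.21) and innate immune (0.85 and 0.82). Fatty acid oxidation passed only with the latter (-0.23). For the 4 sets already at the smallest exact p of 0.0286, the adjusted p fell from 0.0571 because more sets reached that p, to 0.0381 and 0.0327. Across the 8 fits that left out 1 library the differences ranged from 0.52 to 0.82 (cell cycle), -2.44 to -2.17 (cholesterol synthesis), -2.39 to -2.25 (fatty acid synthesis), -2.50 to -2.04 (hepatocyte markers) and 0.64 to 0.88 (innate immune). The hepatocyte marker difference was -2.13 to -2.04 whichever SFL library was left out, and -2.50 to -2.36 whichever CFL library was. The SFL scores (4.79 to 5.09) lie too close together for that shift. Genes passing the expression filter may have changed in these fits. The filter moved some scores more: without it the differences were -0.80 (hepatocyte markers), -1.77 (fatty acid synthesis) and 0.52 (innate immune), and at a mean of 5 TPM -3.57, -2.80 and 0.87. The extracellular matrix difference was 0.0067 without a filter and ranged from -0.34 to 0.03 in the 8 fits that left out 1 library. In the same 8 fits, that of hypoxia and glycolysis ranged from 0.09 to 0.27 and that of fatty acid oxidation from -0.36 to -0.20. With a pseudocount of 0.1, hypoxia and glycolysis differed by only 0.08 (exact permutation test, adjusted p = 0.629).

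The density slope of extracellular matrix passed with quantile normalization (-0.18) and median-of-ratios scaling (-0.18), and that of hepatocyte markers passed with both (0.10 and 0.12). All of these passes take the lines as independent, which a batch shared by libraries of the same density would break. Hepatocyte markers had a slope of -0.0088 at a mean of 5 TPM and ranged from -0.017 to 0.040 when 1 library was left out. Slopes changed sign with the same 2 scalings for fatty acid oxidation (0.0033 and 0.036), fatty acid synthesis (0.014 and 0.028) and innate immune (0.10 and 0.10), and with median-of-ratios scaling for hypoxia and glycolysis (0.0074). The innate immune slope was also 0.0037 without a filter and ranged from -0.12 to 0.047 when 1 library was left out. The scalings raised the median slope of all genes from -0.10 to 0.02 and 0.01, a shift larger than most of these slopes. The causes of the other changes were not tested. The unknown depth limits every statement about genes listed at 0 or near it.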

Other observations

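In this part, the tests of other pairings, of exchanged density labels, of carry-over and of the share of genes on 1 chromosome were chosen after the results they bear on had been seen, and the orders of densities and the lower abundance threshold were added later still.

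Only 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many genes as the 8120 that differed between the lines, and the next largest count was 0. Of the 8 splits that part every same-density pair, as the real one does, again only 1 gave as many, but 8 splits cannot bring the share under 0.05. For the density slope, 4 of 100 assignments of densities within lines (drawn from 288) gave at least 5026 genes at an unadjusted p under 0.05, with a median of 163. Each line was permuted separately there, so a batch shared by libraries of the same density is not excluded. For density as a factor, 2 of the 24 pairings of SFL with CFL libraries gave at least 4942 genes. The other one exchanged 10000 and 25000 cells in CFL (4999 genes), a pair of densities between which 0 genes passed (374 unadjusted). A share of 2 in 24 does not exclude chance by itself. For the interaction, 4 of 8 swaps of line labels within densities gave at least 560 genes at an unadjusted p under 0.05. These swaps mix the line difference into the slope, so they cannot decide.

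Libraries of the same density deviated from their line means together, with a mean r across genes of 0.49 over the 4 densities (from 0.31 to 0.64). SFL at 25000 and CFL at 10000 cells had an r of 0.52, so the pattern sets the 2 smaller densities against the 2 larger ones. The mean r was 0.51 after median-of-ratios scaling and 0.48 without the ribosomal protein genes and the 100 most abundant genes. Neither value excludes its explanation, since a factor per library adds nearly the same amount to every gene and the genes left out were few (13645 of 13783 stayed), so r could hardly have moved. The change from 10000 to 50000 cells correlated across genes with genomic span (Spearman -0.42). Its median was -0.11 in the shortest 25% of genes and -0.69 in the longest 25%. Span was known for 9926 genes (86.9% of the tested genes with a name, 72.0% of all tested). Removing a span trend in each library took the mean r from 0.57 to 0.52 on these genes and the F test count from 4225 to 2446. Scaling without span lowered that count too, on all tested genes from 4942 to 3976 (median of ratios) or 2718 (quantile). How much of the drop was due to span therefore cannot be told, and span did not account for all of the change. Span is not transcript length, and RNA quality is not in the labels. Because the 2 libraries of a density may have been cultured or prepared together, which the labels do not say, an effect of density cannot be told apart from a batch that follows density.

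The gene sets differed under the same correction. For extracellular matrix, 16 of 18 genes had a span, and the median slope moved from percentile 4.18 to percentile 34.7 of random lists, which indicates that its steep fall may reflect the length of its genes. For cell cycle, 37 of 38 genes had a span and the percentile went from 0.58 to 0.01, so its fall relative to matched lists did not lessen. Its median slope shrank from -0.20 to -0.13. Removing a trend in each library may also shift the level of all genes, so this shrinkage cannot be put down to span. Lower expression of cell cycle genes at 50000 and 100000 cells is therefore a hypothesis that these libraries leave open. The score slope was -0.20 as deposited (exact permutation p = 0.0625 before adjustment, 0.171 after) but -0.07 after median-of-ratios scaling (exact permutation p = 0.212 before adjustment, 0.339 after), so most of it followed the scaling, and the batch that may follow density applies to it too.

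In both lines the libraries at 50000 cells lay beyond those at 100000 on the second principal component. The gap was 22.1 score units in SFL and 31.0 in CFL as deposited, and 16.9 and 22.5 after median-of-ratios scaling. Scaling may thus account for part of the gap but not for all of it. With the 50000 and 100000 labels exchanged in both lines, the slope gave 6033 genes (5606 after median-of-ratios scaling), the most of 12 orders tried, against 0 in the labelled order (5026 unadjusted). The order 50000, 100000, 10000, 25000 gave 5969. An exchange of labels in both lines and a response that turns between 50000 and 100000 cells both predict this, so the 2 cannot be told apart.

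Genes near each other on the chromosomes of the RefSeq assembly shared their line difference. Over 9628 genes on 25 chromosomes, the Spearman correlation across genes was 0.20 between adjacent genes, 0.13 between genes 20 apart and 0.10 between genes 50 apart. None of 1000 shuffles of the genes reached any of these (p 0.001, the smallest they can give). Reads shared between tandem copies would act between adjacent genes, and 0.13 at 20 genes apart goes beyond that. By the same shuffles, the change from 10000 to 50000 cells gave 0.046 between adjacent genes (p 0.001). It gave 0.019 at 20 genes apart (p 0.037) and 0.0011 at 50 apart (p 0.456). Adjacent genes thus shared that change too, but neighbours do not share every contrast to the extent of the line difference.

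The median line difference also varied between whole chromosomes. The highest chromosome median was 0.68 (426 genes, 84.5% higher in CFL) and the lowest -0.47 (353 genes, 28.0% higher), where 46.2% of all these genes were higher. The range of 1.15 exceeded that of 1000 shuffles (at most 0.37). The share of 84.5% is no test of whether a few strongly changed genes are the source, since a median so far above 0 fixes most of it. The range was 1.16 after a span trend was removed and 0.21 for the change from 10000 to 50000 cells, for which 21 of 1000 shuffles were as wide. The chromosome medians correlated between densities with r from 0.97 to 0.99. Among the 5422 genes at a mean of 10 TPM or more, the medians were 0.69 on the same chromosome and -0.64 on the lowest. A candidate explanation is a difference in chromosome copy number between the 2 cell lines, as long-term culture can produce. It is a hypothesis only: no DNA measurement was analysed here, the assembly may differ from the authors' build, and how sequence differences between the fish forms act on mapping was not tested.

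Some genes were listed at 0 in all 4 libraries of one line and at 1 TPM or more in all 4 of the other. There were 109 at 0 in SFL and 97 at 0 in CFL (exact two-sided binomial p = 0.444 against equal numbers). Mapping both lines to 1 reference could give an excess in the line farther from it, which was not seen, but equal numbers do not exclude mapping losses on both sides. The most abundant at 0 in CFL were ENSAMXG00000029624 (137 ± 56.0 TPM in SFL, SD, n = 4) and nppal (42.2 ± 9.63 TPM).

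Carry-over of reads between libraries was bounded by genes abundant in one line and near 0 in the other. The gene ENSAMXG00000039371 stood at 552 TPM in SFL and 0.04 TPM in CFL, a share of 76.96 per 1000000, so carry-over from SFL into CFL cannot have much exceeded that share. Among genes of at least 100 TPM in SFL, ENSAMXG00000029624 (137 TPM) was listed at 0 in CFL. In the other direction, the lowest share among genes of at least 500 TPM was 2844 per 1000000, and among genes of at least 100 TPM it was 189 per 1000000 (wu:fj05g07).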
